A study of Homo sapiens with 6 samples. Its data were reported in "Cancer-associated DDX3X mutations drive stress granule assembly and impair global translation" (2016).

How the data were processed

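HEK293T cells are a human embryonic kidney line that carries a simian virus large T antigen. Their total RNA was the input to 6 libraries, prepared with TruSeq RNA kits and then sequenced. The study does not state how well these libraries hold small RNA or RNA without a poly(A) tail. In the siRNA arm, cells were treated for 48 h with a control siRNA or with an siRNA against DDX3X, a DEAD-box RNA helicase. In the plasmid arm, cells received 5 µg of a plasmid for GFP alone, GFP-DDX3X wild type, GFP-DDX3X T275M or GFP-DDX3X G302V. These cells were grown for 32 h and the GFP-positive cells were sorted by flow cytometry. No sorting is described for the siRNA-treated cells. Each of the 6 groups was taken from the sample labels and holds 1 library. The legend of the study's plot of the plasmid RNA-seq data names the mutants G302V and G325E, whereas the sample labels name T275M and G302V. The labels were followed, so the identity of the T275M library rests on its label.

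The values deposited by the authors are RPKM, reads per kilobase of transcript per 1000000 reads of the library, as the file headers state. The methods of the study call the same normalisation FPKM, and the plan written before the data were examined did so too. RPKM is used here because the headers give it. Per the methods, the authors aligned the reads with BWA to NCBI Build 37, RefSeq transcripts, RefSeq exon-junction sequences and AceView, kept the best alignment, removed duplicate reads, counted reads per gene and divided by gene length and by total reads. Each table has 39618 rows, 1 per RefSeq accession, under 23204 gene symbols. Isoforms of a gene therefore share reads, and 15305 symbols have 1 row. The alignment to several databases leaves open how reads were divided between near-identical copies of a gene. Values of histone, small RNA and paralogous genes are therefore uncertain.

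RPKM multiplied by row length fell on whole multiples of 1 step in each library. Of the low rows that the rounding of the values allows to be checked (9258 to 10651 per library), 100% lay within 0.1 of a whole multiple. The step gives the number of reads behind each row and the library's total. These recovered depths were about 54850000 reads for GFP, 62740000 for wild type, 47550000 for T275M, 43720000 for G302V, 67520000 for control siRNA and 180870000 for DDX3X siRNA. At these depths, 3 reads correspond to 0.0686 per 1000000 reads in the shallowest library and to 0.0166 in the deepest. Recovered reads were used for intervals and filters and not for a count-based model, since there is 1 library per group and the deposited unit is RPKM.

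The row with the highest mean RPKM over the 6 libraries represented each symbol. Log2 ratios were computed as differences of log2(RPKM + 1), after the log-start ratios of the study, whose start value was not stated. They understate the change of genes of low expression. A gene entered a comparison when at least 1 of the 2 libraries had 1 RPKM or more and at least 1 had 10 reads or more. A gene was counted as changed at an absolute log2 ratio of 1 or more, which is a 2-fold change. The 95% counting interval of a ratio is the exact (Clopper-Pearson) interval of the share of the gene's reads in the first library, moved to the log2(RPKM + 1) scale. Shares of reads have Wilson 95% intervals. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only, and a test on reads compares 2 libraries and not 2 conditions. No p-value was computed across genes, because genes are not replicates. The number of genes that counting error alone would carry past the threshold was found from 100 draws in which both libraries shared their pooled rates.

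Gene lists were described by the percentile of their median log2 ratio among 10000 random lists of the same size, drawn from 20 bins of mean expression. Correlations across genes were computed only between differences that share no library. The genes named follow a rule fixed before the data were examined. It takes DDX3X, its paralog DDX3Y, 7 mRNAs named in the study as bound by DDX3X (SET, HELLS, GNB2L1, HNRNPA2B1, PNN, PTMA and EEF1A1) and 2 named as not bound (DDX10 and TPR). It adds, in each comparison except that of the 2 controls, the 3 largest rises and the 3 largest falls among genes past the threshold with 10 RPKM or more in at least 1 library. The supplement of the study also shows HNRNPA1 and EIF4A1 as bound, but the rule did not take them. PVT1 and the genes named outside this rule in the closing section were chosen after seeing the data. The peak list of the study's binding experiment was not used here.

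Gene positions are those of GENCODE version 44 mapped to GRCh37, the build of the deposited tables, whose row coordinates cover only 1 exon of a gene. For a check of length and GC content, GC content came from the transcript of the same gene nearest in length to the row. It was found for 12923 of the 13137 expressed genes (98.4%), with older symbols matched through RefSeq accessions and synonyms. A quadratic fit on log2 length and GC content was then removed from the log2 ratios.

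Alternatives set before the data were examined were pseudocounts of 0.1 and 10, no filter beyond 1 read, a minimum of 10 RPKM, median-ratio scaling of the libraries, read counts scaled to the library total (CPM) in place of RPKM, the sum of rows that share a symbol, a threshold of 1.5-fold, a condition that the counting interval leaves out a ratio of 1, Spearman's rho and matching in 10 bins. Alternatives added after seeing the data were the use of rows of 200 bases or longer, the removal of DDX3X, and thinning of the DDX3X siRNA library to the depth of its control. In the ratio of the same row between libraries, row length cancels. CPM therefore changes a ratio only through the pseudocount and the filter, and a list percentile also through the bins of expression. With 1 library per group, no library could be left out and no other split of replicates exists.

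The calculations were tested on simulated data. Reads were drawn for the real genes at known depths, with 200 genes changed 4-fold. The procedure recovered 100% of them and called 2 unchanged genes. The median error of the log2 ratio was -0.01. The changed genes were drawn only above a floor of expression and with counting noise alone. The median error covers only genes of still higher expression. Recovery and error of genes of low expression were therefore not tested. Of 100 random lists without a change, 6% fell outside the central 95% of random lists. When 2 simulated differences shared only a length and GC bias, removal of the fit left r = -0.0115. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and biopython 1.88.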

Results

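RNA-seq expression profiles of HEK293T cells were collected in 6 libraries, 1 per group. The siRNA arm compared cells depleted of endogenous DDX3X with cells given a control siRNA. The plasmid arm compared cells expressing GFP alone with cells expressing GFP-tagged wild-type DDX3X or the medulloblastoma-associated mutants T275M and G302V. Recovered depth ranged from about 43720000 reads for G302V to 180870000 for DDX3X siRNA, and the DDX3X siRNA library was 2.68 times as deep as its control. Between 12444 and 12902 genes reached 1 RPKM in a library. Across genes, log2 expression of any 2 libraries correlated with Pearson's r between 0.979 and 0.997, where genes are not independent replicates. No replicate check of any difference exists, since every group holds 1 library. The siRNA and plasmid arms also differed in transfection, time and sorting, so a comparison between arms cannot separate these factors.

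DDX3X itself was examined first in every library. The gene lies on chromosome X of GRCh37, positions 41192601 to 41223725 on the plus strand. Its canonical transcript has 17 exons and encodes 662 residues. T275M changes an ACG codon ( positions 41203340 to 41203342, exon 9) and G302V a GGT codon (positions 41203531 to 41203533, exon 10), both in coding sequence. DDX3X was at 107 RPKM with control siRNA (38936 reads) and at 31.3 RPKM with DDX3X siRNA (30541 reads), which is 29.3% of the control. The log2 ratio was -1.74 (95% counting interval -1.76 to -1.72). The alternative that moved this ratio most was a pseudocount of 10, which gave -1.501. DDX3X reads made up 0.0577% of the control siRNA library (Wilson 95% interval 0.0571% to 0.0582%) and 0.0169% of the DDX3X siRNA library (0.0167% to 0.0171%).

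In the plasmid arm, DDX3X was at 119 RPKM with GFP alone, 2894 RPKM with wild type, 3279 RPKM with T275M and 1906 RPKM with G302V. The deposited values do not separate reads of the plasmid from those of the endogenous gene. RPKM here divides by a row length of 5393 bases, whereas the coding sequence has 1986 bases. How much of the row the plasmids hold is not stated, so RPKM and ratios to GFP may understate plasmid transcripts. Log2 ratios to GFP were 4.60 for wild type (4.58 to 4.61), 4.78 for T275M (4.76 to 4.79) and 3.99 for G302V (3.98 to 4.01). DDX3X reads amounted to 0.0640% of the GFP library (Wilson 95% interval 0.0633% to 0.0647%), 1.561% of the wild-type library (1.558% to 1.564%), 1.768% of the T275M library (1.764% to 1.772%) and 1.028% of the G302V library (1.025% to 1.031%). The constructs were thus not at equal level. T275M exceeded wild type by a log2 ratio of 0.18 (0.18 to 0.18) and G302V was below wild type at -0.60 (-0.61 to -0.60). Both differences exceeded counting error. The 2 control libraries, GFP and control siRNA, differed in DDX3X by a log2 ratio of 0.15 (0.13 to 0.17). The paralog DDX3Y (chromosome Y, 15016019 to 15032390) had 3 reads in each siRNA library, 7 with GFP alone, 146 with wild type, 119 with T275M and 139 with G302V. Its expression was at most 0.709 RPKM, and its reads cannot be told apart here from misplaced DDX3X reads.

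**Figure D1:**
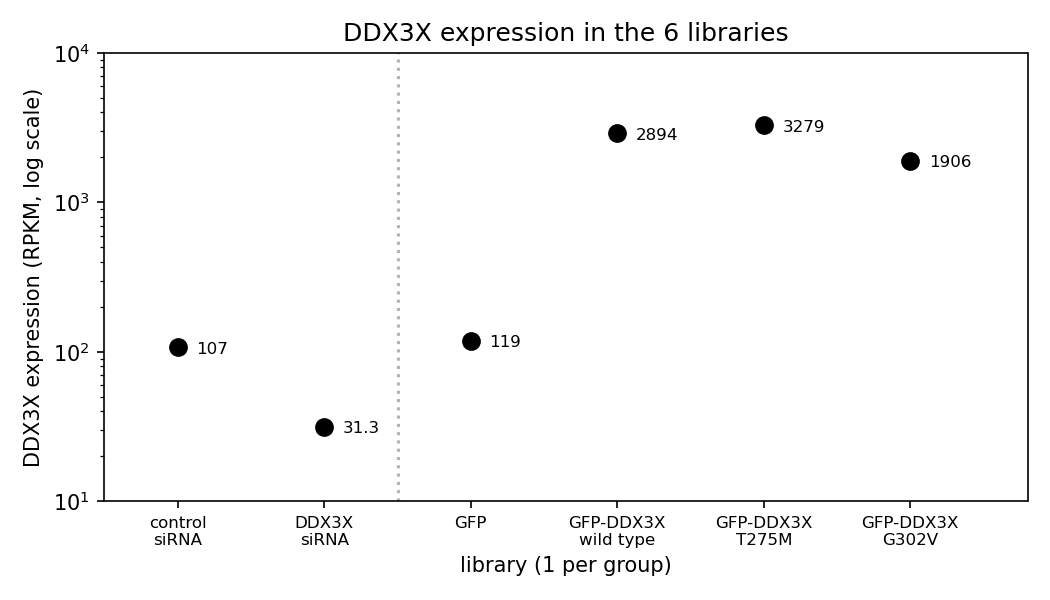
DDX3X expression in RPKM on a log axis for each of the 6 libraries, 1 point per library, with the siRNA arm left of the dotted line and the plasmid arm right of it. DDX3X siRNA sits at 31.3 RPKM against 107 for its control, and the 3 GFP-DDX3X libraries sit at 1906 to 3279 RPKM against 119 for GFP alone.

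To ask whether depletion of DDX3X altered mRNA levels, the DDX3X siRNA library was compared with control siRNA over 12694 genes. Of these, 14 genes changed 2-fold or more, 6 higher and 8 lower with DDX3X siRNA, and 95% of all log2 ratios lay between -0.45 and 0.46. The count was sensitive to the threshold, and 254 genes passed at 1.5-fold. The balance of direction depended on the processing. With median-ratio scaling 11 genes were higher and 5 lower, whereas with CPM 2 were higher and 12 lower. With a pseudocount of 0.1, 18 were higher and 51 lower. Counting error alone gave a mean of 0.45 genes past the threshold. At this depth 72.9% of genes had a counting interval that left out 0, so most differences were small but larger than counting error. Of the 14 genes, 5 came from rows under 200 bases. Besides DDX3X, the largest falls were in ASNS (chromosome 7, 97480989 to 97501854) and UHRF1 (chromosome 19, 4903092 to 4962165). ASNS was at 47.3 RPKM against 112.6 in the control, a log2 ratio of -1.24 (-1.27 to -1.20). UHRF1 was at 22.8 RPKM against 48.9, a log2 ratio of -1.07 (-1.10 to -1.04). No gene of 10 RPKM or more rose past the threshold.

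To ask whether mRNAs bound by DDX3X changed in level, 7 mRNAs named as bound in the study were examined with 2 named as not bound. SET lies on chromosome 9 (131445703 to 131458679), HELLS on chromosome 10 (96305086 to 96373662) and GNB2L1, now RACK1, on chromosome 5 (180663897 to 180675096). HNRNPA2B1 lies on chromosome 7 (26210771 to 26241149), PNN on chromosome 14 (39644387 to 39652424), PTMA on chromosome 2 (232571605 to 232578261) and EEF1A1 on chromosome 6 (74199031 to 74235310). DDX10 (chromosome 11, 108535785 to 108811726) and TPR (chromosome 1, 186280784 to 186344825) were the mRNAs not bound. With DDX3X siRNA the 7 bound mRNAs had a median log2 ratio of -0.18, with 5 lower and 2 higher. HELLS fell most, from 32.5 to 24.4 RPKM (log2 ratio -0.40, interval -0.44 to -0.36), followed by PTMA at -0.30 (-0.31 to -0.29) and HNRNPA2B1 at -0.28 (-0.29 to -0.27). GNB2L1 was at -0.18 (-0.19 to -0.17) and SET at -0.08 (-0.09 to -0.06). PNN was higher at 0.05 (0.03 to 0.08). EEF1A1 did not differ detectably at this depth, at 0.00 (0.00 to 0.01), but did under median-ratio scaling, at 0.09. Of the unbound mRNAs, DDX10 was at -0.13 (-0.17 to -0.08) and TPR at -0.03 (-0.05 to -0.01). SET and TPR changed direction under median-ratio scaling, to 0.00569 and 0.0509. The median of the 7 bound mRNAs stood at the 10.9 percentile of random lists matched on expression, inside the central 95% of such lists. Random lists had a typical median of -0.09.

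**Figure D2:**
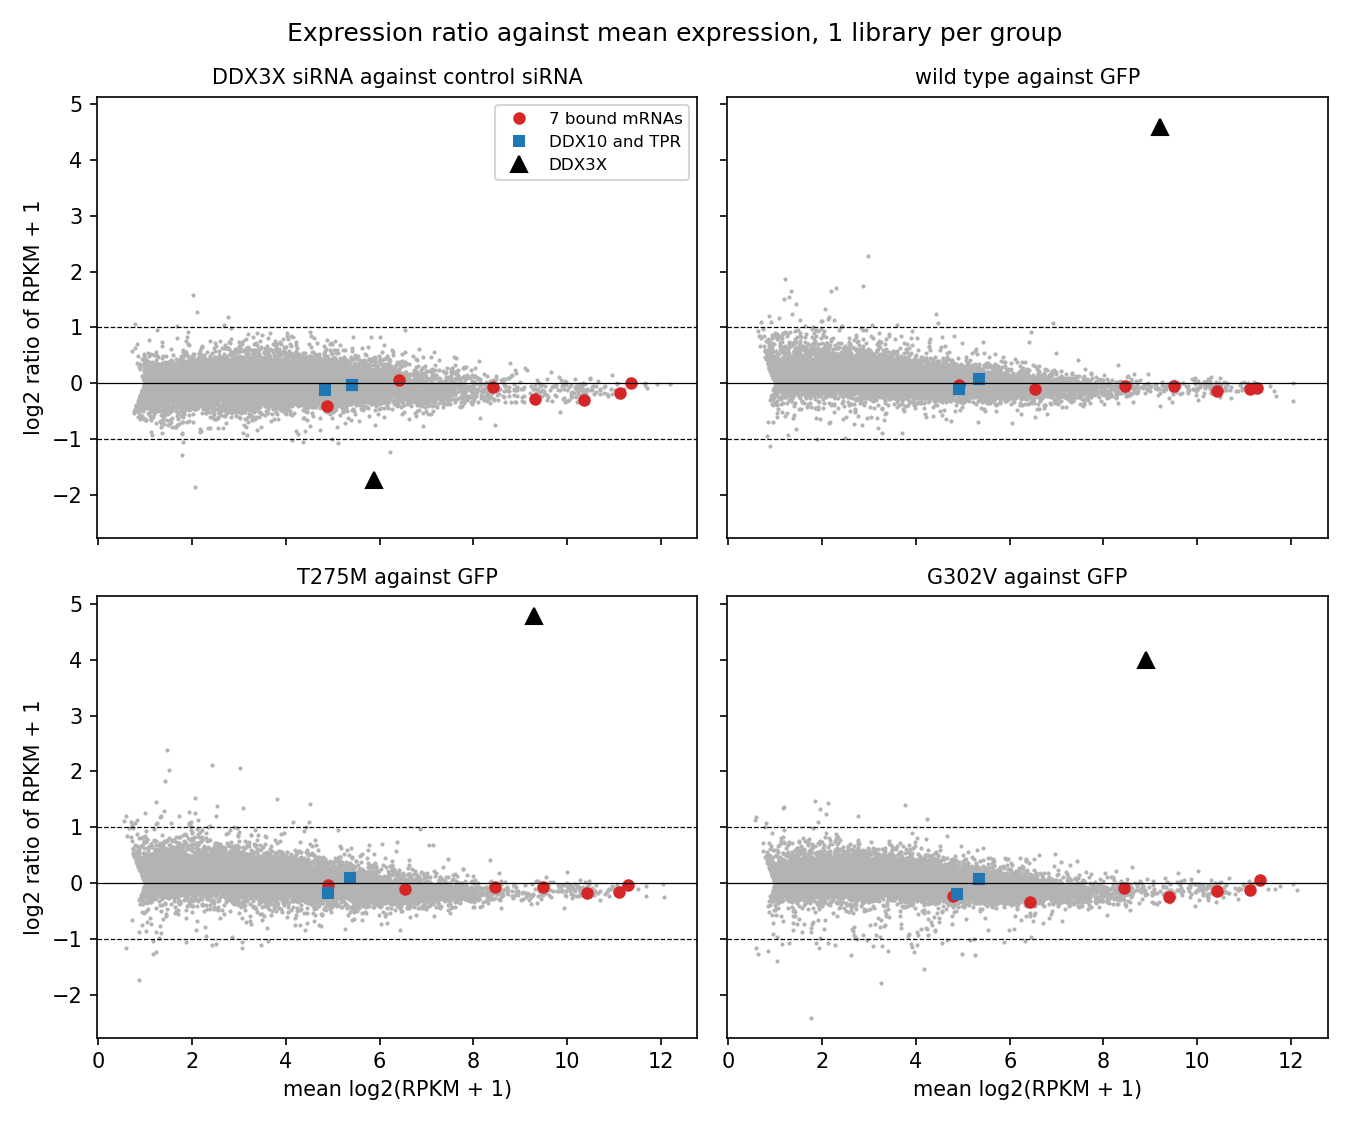
Log2 ratio of RPKM + 1 (vertical axis) against mean log2(RPKM + 1) (horizontal axis) in 4 comparisons, 1 grey point per gene, with the 7 bound mRNAs as red circles, DDX10 and TPR as blue squares, DDX3X as a black triangle and dashed lines at 2-fold. DDX3X is at -1.74 with siRNA and at 3.99 to 4.78 with the constructs, while the 7 bound mRNAs lie between -0.40 and 0.05 in these comparisons.

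The consequence of ectopic DDX3X for mRNA levels was examined against GFP alone. With wild-type DDX3X, 32 of 12915 genes changed 2-fold or more, 30 higher and 2 lower. With T275M, 48 of 12912 genes changed, 38 higher and 10 lower. With G302V, 39 of 12775 genes changed, 11 higher and 28 lower, and 28 of the 39 came from rows under 200 bases. This balance toward lower genes depended on the processing, with 33 higher and 4 lower with CPM and 8 higher and 3 lower with rows of 200 bases or longer. DDX3X is among the higher genes in each. Counting error alone gave means of 1.70, 1.96 and 2.19 genes. The 3 comparisons share the GFP library, so a feature of that library enters all of them. The comparison of the controls, GFP against control siRNA, had 64 genes past the threshold out of 12730, 55 higher and 9 lower, and 54 of the 64 came from rows under 200 bases. With these settings more genes separated the 2 control libraries than separated any construct from GFP, but this order depended on the processing. Restriction to rows of 200 bases or longer left 10 genes between the controls and 25, 32 and 11 for wild type, T275M and G302V. With CPM there were 41 between the controls against 73 for wild type and 79 for T275M, and with a pseudocount of 0.1 there were 120 against 136 and 149. At a 1.5-fold threshold, T275M had 341 genes against 296 between the controls. The balance between the controls also depended on the processing, with 22 higher and 19 lower with CPM and 155 higher and 141 lower at 1.5-fold. It was kept at a minimum of 10 RPKM, with 42 higher and 1 lower.

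**Figure D3:**
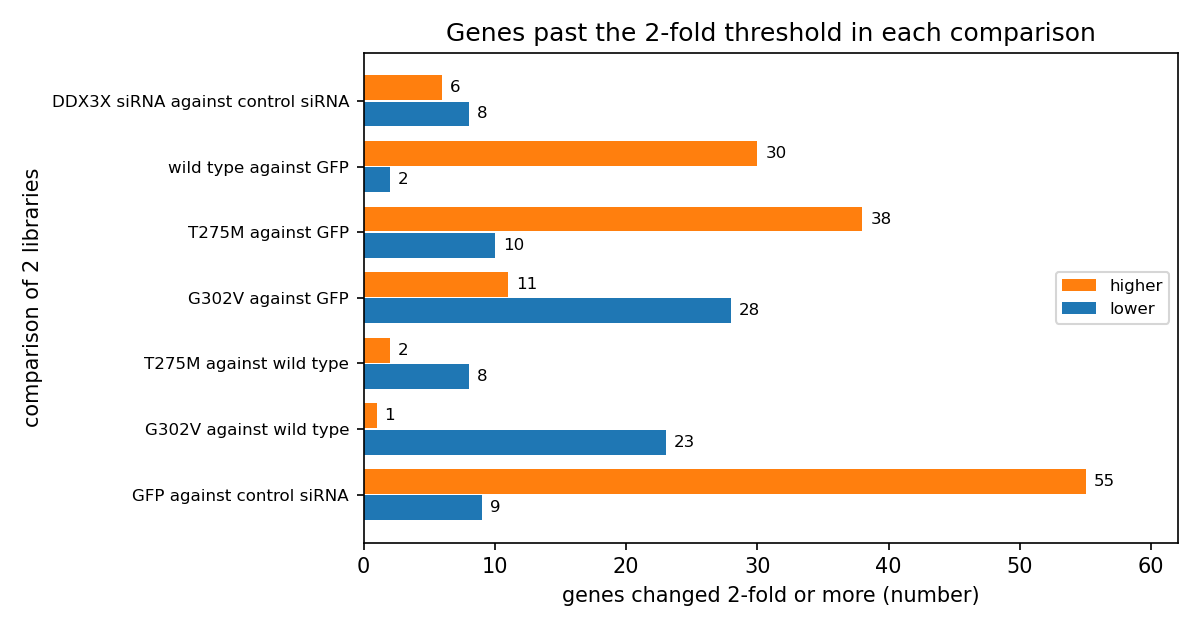
Number of genes changed 2-fold or more (horizontal axis, from 0) in each of the 7 comparisons of 2 libraries, with orange bars for genes higher and blue bars for genes lower in the first-named library. The 2 controls differ by 64 genes, against 14 for DDX3X siRNA and 32 to 48 for the constructs against GFP.

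Besides DDX3X, the largest rises with wild type were in HIST2H4B and MIR1204. HIST2H4B (row at chromosome 1, 149804221 to 149804616) was at 16.3 RPKM against 2.58 with GFP, a log2 ratio of 2.27 (2.05 to 2.49). It was also higher with T275M, at 1.38 and under 10 RPKM, but not detectably with G302V (0.16, interval -0.13 to 0.45). Its row has a length of 792 bases, longer than the listed exon, and 2 accessions share it, so reads of different copies of this histone gene cannot be separated. MIR1204 (chromosome 8, 128808208 to 128808274), which lies inside PVT1 (128806772 to 129199347), had 52 reads against 11 and a log2 ratio of 1.74 (0.96 to 2.52). PVT1 itself was higher, at 0.95 with wild type (1100 reads against 448), 1.35 with T275M and 0.57 with G302V. Whether the few MIR1204 reads come from PVT1 transcripts was not tested, so a rise of the microRNA is not established. No gene of 10 RPKM or more fell past the threshold with wild type. With T275M, ACTA2 (chromosome 10, 90694831 to 90751096) rose from 1.59 to 10.2 RPKM (2.12, interval 1.93 to 2.30) and MIR1204 rose by 2.06 (1.27 to 2.85, 50 reads against 11). ACTA2 was past the threshold with wild type (1.64) and G302V (1.10) as well, where it stayed under the 10 RPKM needed to be named. The 3 largest falls with T275M were in short rows with few reads. SNORD15B (chromosome 11, 75115465 to 75115610) was at -1.15 with 32 reads against 92. MIR3687 (chromosome 21, 9826203 to 9826263) was at -1.11 with 19 reads against 51. MIR548N (row at chromosome 2, 179246805 to 179246826) was at -1.06 with 18 reads against 48.

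With G302V, CDKN1A (chromosome 6, 36644237 to 36655114) rose from 7.38 to 21.1 RPKM, a log2 ratio of 1.40 (1.30 to 1.505). HMOX1 (chromosome 22, 35776354 to 35790207) rose from 11.7 to 27.3 RPKM, a log2 ratio of 1.15 (1.05 to 1.26). EGR1 (chromosome 5, 137801168 to 137804992) was lower, at 23.6 RPKM against 58.9, a log2 ratio of -1.29 (-1.34 to -1.23). EGR1 was at 0.557 RPKM with control siRNA, so its level also differed between the arms. SNORA68 (chromosome 19, 17973397 to 17973529) was at -1.79 with 24 reads against 122, and SNORD100 (chromosome 6, 133137941 to 133138016) at -1.54 with 32 reads against 125. Of 18 log2 ratios past 2-fold taken by the naming rule in single genes other than DDX3X, 14 fell below 2-fold under at least 1 alternative. This was mostly a pseudocount of 10 or CPM.

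The 7 bound mRNAs were compared with GFP for each construct. Their median log2 ratio was -0.09 with wild type and -0.08 with T275M, with all 7 lower in both, and -0.14 with G302V, with 6 of 7 lower. Under median-ratio scaling the medians were -0.19, -0.17 and -0.19, with 7, 7 and 6 lower, so their size depended on the scaling. The percentiles among matched random lists were 32.8, 85.7 and 41.6, all inside the central 95%. The largest fall was that of PNN with G302V, at -0.34 (-0.38 to -0.31), and PNN was at -0.10 with wild type and -0.11 with T275M. PTMA was at -0.15 (-0.16 to -0.14) with wild type, -0.17 (-0.19 to -0.16) with T275M and -0.14 (-0.16 to -0.13) with G302V. HELLS did not differ detectably with wild type (-0.03, interval -0.08 to 0.03) or T275M (-0.03, interval -0.09 to 0.03) and was at -0.24 (-0.30 to -0.18) with G302V. Median-ratio scaling made the former 2 detectable, at -0.13 each. EEF1A1 was higher only with G302V, at 0.05 (0.05 to 0.06). The unbound DDX10 ranged from -0.20 to -0.11 and TPR from 0.07 to 0.10, and TPR with wild type changed direction to -0.0297 under median-ratio scaling. Between the controls the bound mRNAs had a median of 0.00 and a percentile of 25.1.

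**Figure D4:**
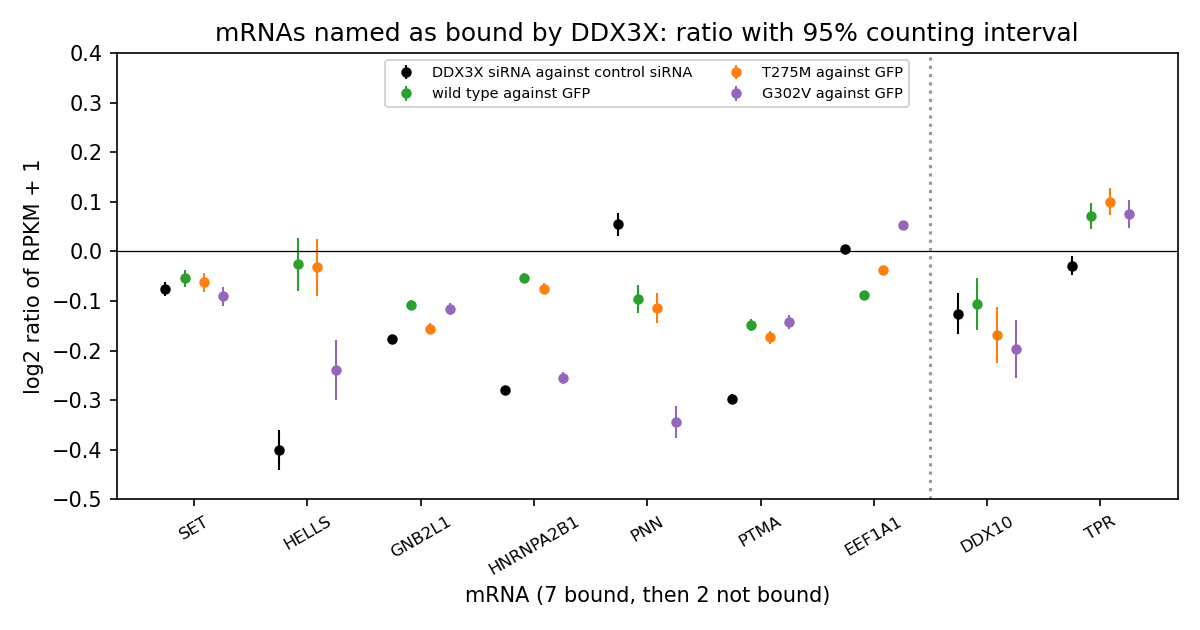
Log2 ratio of RPKM + 1 with its 95% counting interval (vertical axis) for 7 bound mRNAs and, right of the dotted line, 2 unbound mRNAs, in 4 comparisons of 2 libraries each. Ratios of the bound mRNAs range from -0.40 for HELLS with DDX3X siRNA to 0.05, and those of DDX10 and TPR from -0.20 to 0.10.

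The mutants were also compared directly with wild type. T275M differed from wild type at 10 of 12973 genes (2 higher, 8 lower), of which 8 came from rows under 200 bases, and counting error alone gave a mean of 1.89. MIR548N, at -1.04 with 18 reads against 54, was the 1 gene of 10 RPKM or more among them. G302V differed from wild type at 24 of 12967 genes (1 higher, 23 lower). HIST2H4B was at -2.11 (-2.34 to -1.88), EGR1 at -1.19 (-1.25 to -1.14), and SNORD84 (chromosome 6, 31508878 to 31508955) at -1.15 with 31 reads against 105. The bound mRNAs had medians of -0.02 for T275M and -0.04 for G302V, at percentiles of 86.2 and 66.6, and the latter median turned to 0.02 under median-ratio scaling.

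The binding experiment of the study placed genes of translation among the targets of DDX3X. For this reason, cytosolic ribosomal protein genes were examined as a list. It held 82 genes. Their median log2 ratio was -0.08 with DDX3X siRNA, -0.05 with wild type, -0.11 with T275M and -0.09 with G302V, and the value with DDX3X siRNA turned to 0.01 under median-ratio scaling. Matched random lists fell further in each case, with typical medians of -0.11, -0.08, -0.16 and -0.15. The list therefore stood at percentiles of 94.1 with DDX3X siRNA, 99.99 with wild type, 99.9 with T275M and 100 with G302V, the last 3 sharing the GFP library. Between GFP and control siRNA the same list stood at 0.61, on the opposite side. The percentile was 57.3 for T275M and 75.7 for G302V against wild type. These percentiles depended on the processing. CPM in place of RPKM moved them to 58.5 for T275M and 61.4 for G302V against GFP and to 0 for T275M against wild type, and for wild type against GFP matching in 10 bins gave 96.7.

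To ask whether the 2 mutants share a difference from GFP and wild type, differences between disjoint pairs of the 4 plasmid libraries were correlated across 13049 genes. T275M minus wild type correlated with G302V minus GFP at r = 0.449, whereas T275M minus GFP correlated with G302V minus wild type at -0.0863, a mean of 0.181. The split that sets wild type and T275M against GFP and G302V had values of 0.474 and 0.0863, with a higher mean of 0.280. The remaining split, wild type and G302V against GFP and T275M, had a mean of -0.461. The 3 splits reuse the same 3 correlations with signs turned, so their means sum to 0 by construction and are not independent of each other. The mutants were thus not set apart from GFP and wild type more than wild type and T275M were from the other 2 libraries. This order depended on the processing. With a pseudocount of 10 the mean was 0.278 for the split of the mutants and 0.235 for that of wild type and T275M, and with a minimum of 10 RPKM the means were 0.274 and 0.252. The DDX3X siRNA difference correlated with the wild-type difference at -0.138, with T275M at 0.0278 and with G302V at 0.311. The alternative that moved the first of these correlations most was a minimum of 10 RPKM, under which 0.449 became 0.556.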

Values the study reported

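From its RNA-seq data, the study reported that neither knockdown nor ectopic DDX3X significantly changed levels of bound or unbound mRNAs. It assayed 33 individual target RNAs of DDX3X by quantitative PCR after knockdown and saw no general change in their levels, with few significant exceptions. The study found lower levels of proteins made from target mRNAs after knockdown and with mutants. With the mutants G302V and G325E, it assayed 34 target RNAs by quantitative PCR, where changes were rare and PTMA alone was modestly lower. T275M is not named in that assay, which used FLAG-tagged constructs rather than the GFP-tagged ones sequenced here. The binding of G302V and G325E to 34 target RNAs was also measured by immunoprecipitation followed by quantitative PCR and seldom differed from that of wild type.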

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

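With 1 library per group, no library could be left out and no replicate block could be fitted, so the alternatives cover processing only. Across 885 recomputed values, 675 were labelled as the same. For log2 ratios of single genes this means that direction was kept and that the counting interval still left out 0 or still held it, which is not a test of the 2-fold threshold. For list percentiles it means the same side of 50 and the same position inside or outside the central 95%, for counts a change of at most 1.5 times and for correlations a change within counting error. The 7 DDX3X log2 ratios kept direction and excluded 0 beyond counting error under all alternatives run on them, with ranges of -1.77 to -1.501 for DDX3X siRNA, 4.49 to 4.61 for wild type, 4.68 to 4.79 for T275M and 3.90 to 4.01 for G302V against GFP. Where a result moved, the cause was not tested unless stated.

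The number of genes changed 2-fold was unstable, with 125 values moved and 93 kept. Of those moved, 38 were totals and 87 were numbers higher or lower. With a pseudocount of 0.1, the count was 69 for DDX3X siRNA, 136 for wild type against GFP, 149 for T275M against GFP, 100 for G302V against GFP, 25 for T275M against wild type, 112 for G302V against wild type and 120 for the controls. With a pseudocount of 10, the count was 2 for DDX3X siRNA, 3 for wild type against GFP, 2 for T275M against GFP, 3 for G302V against GFP, 0 for T275M against wild type, 1 for G302V against wild type and 21 for the controls. With no filter, the count was 17 for T275M against wild type. At a minimum of 10 RPKM, the count was 5 for DDX3X siRNA, 8 for wild type against GFP, 13 for T275M against GFP, 21 for G302V against GFP, 1 for T275M against wild type and 5 for G302V against wild type. With CPM, the count was 73 for wild type against GFP, 79 for T275M against GFP, 0 for T275M against wild type, 44 for G302V against wild type and 41 for the controls. With summed rows, the count was 62 for wild type against GFP. At a 1.5-fold threshold, the count was 254 for DDX3X siRNA, 286 for wild type against GFP, 341 for T275M against GFP, 226 for G302V against GFP, 45 for T275M against wild type, 228 for G302V against wild type and 296 for the controls. With rows of 200 bases or longer, the count was 9 for DDX3X siRNA, 11 for G302V against GFP, 2 for T275M against wild type and 10 for the controls. A condition on the counting interval kept the count within 1.5 times in each comparison, with 7 of 10 genes kept for T275M against wild type and 62 of 64 for the controls. The balance of direction also depended on the processing. For G302V against GFP, 33 genes were higher and 4 lower with CPM, 8 higher and 3 lower with rows of 200 bases or longer, and 128 higher and 98 lower at 1.5-fold. For DDX3X siRNA, 11 were higher and 5 lower with median-ratio scaling, 2 higher and 12 lower with CPM, and 18 higher and 51 lower with a pseudocount of 0.1. Between the controls, 22 were higher and 19 lower with CPM, and 42 higher and 1 lower at a minimum of 10 RPKM. Short rows held 54 of the 64 genes that part GFP from control siRNA, which accounts for the lower count with longer rows. The use of longer rows was chosen after seeing the data.

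The bound mRNAs stayed inside the central 95% of random lists in every comparison and under each alternative run. 1 value crossed to the other side of 50. With CPM, it was 38.8 for G302V against wild type. The ribosomal protein list depended on the processing. With a pseudocount of 10, the percentile was 49.3 for T275M against wild type. At a minimum of 10 RPKM, the percentile was 99.7 for DDX3X siRNA. With CPM, the percentile was 28.9 for DDX3X siRNA, 58.5 for T275M against GFP, 61.4 for G302V against GFP, 0 for T275M against wild type, 1.82 for G302V against wild type and 10.1 for the controls. With summed rows, the percentile was 97.1 for wild type against GFP, 87.4 for T275M against GFP and 11.9 for T275M against wild type. With 10 bins, the percentile was 96.7 for wild type against GFP, 93.7 for T275M against GFP and 41.1 for T275M against wild type. Only the percentile with wild type against GFP stayed above the central 95% with CPM.

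Correlations across genes moved beyond counting error in most alternatives, with 39 values moved, 2 reversed and 19 kept. With a pseudocount of 0.1, r was 0.381 for T275M minus wild type with G302V minus GFP, -0.144 for T275M minus GFP with G302V minus wild type, -0.154 for siRNA with wild type, -0.0117 for siRNA with T275M and 0.254 for siRNA with G302V. With a pseudocount of 10, r was 0.549 for T275M minus wild type with G302V minus GFP, 0.00740 for T275M minus GFP with G302V minus wild type, 0.0632 for siRNA with T275M and 0.358 for siRNA with G302V. With no filter, r was 0.381 for T275M minus wild type with G302V minus GFP, 0.429 for wild type minus GFP with T275M minus G302V and 0.276 for siRNA with G302V. At a minimum of 10 RPKM, r was 0.556 for T275M minus wild type with G302V minus GFP, -0.00850 for T275M minus GFP with G302V minus wild type, 0.496 for wild type minus GFP with T275M minus G302V, -0.152 for siRNA with wild type, 0.0633 for siRNA with T275M and 0.378 for siRNA with G302V. With median-ratio scaling, r was -0.152 for siRNA with wild type, 0.00824 for siRNA with T275M and 0.294 for siRNA with G302V. With CPM, r was 0.483 for T275M minus wild type with G302V minus GFP, -0.158 for T275M minus GFP with G302V minus wild type, 0.552 for wild type minus GFP with T275M minus G302V, -0.151 for siRNA with wild type, 0.00965 for siRNA with T275M and 0.325 for siRNA with G302V. With summed rows, r was -0.120 for T275M minus GFP with G302V minus wild type, 0.00925 for siRNA with T275M and 0.290 for siRNA with G302V. With rows of 200 bases or longer, r was 0.516 for T275M minus wild type with G302V minus GFP, -0.135 for T275M minus GFP with G302V minus wild type, 0.565 for wild type minus GFP with T275M minus G302V, 0.0452 for siRNA with T275M and 0.378 for siRNA with G302V. As Spearman's rho, r was 0.528 for T275M minus wild type with G302V minus GFP, -0.0273 for T275M minus GFP with G302V minus wild type, -0.113 for siRNA with wild type, 0.0707 for siRNA with T275M and 0.381 for siRNA with G302V. Without DDX3X, r was 0.326 for siRNA with G302V. The correlation of the siRNA difference with T275M had no stable sign, nor had that of T275M minus GFP with G302V minus wild type. The removal of DDX3X and the use of longer rows were chosen after seeing the data.

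Among single genes, median-ratio scaling reversed SET (0.00569) and TPR (0.0509) with DDX3X siRNA and TPR (-0.0297) with wild type, and it made HELLS with wild type (-0.1255) and T275M (-0.1274) and EEF1A1 with DDX3X siRNA (0.0853) detectable beyond counting error. TPR with T275M was no longer detectable under the same scaling (0.00391). Of 18 log2 ratios past 2-fold taken by the naming rule in single genes other than DDX3X, 14 fell below 2-fold under at least 1 alternative. A pseudocount of 10 did so for 13, CPM for 8 and median-ratio scaling for 1. UHRF1 with DDX3X siRNA was at -0.845 with a pseudocount of 10 and -0.991 with median-ratio scaling, CDKN1A with G302V was at 0.840 with a pseudocount of 10, and MIR1204 with wild type was at 0.607 with CPM. Means of splits moved in 22 values. DDX3Y, which is under 10 RPKM in all libraries, has no value at the stricter filter. Depth limits small RNA genes with few reads, where a 2-fold change can rest on 18 reads against 48.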

Other observations

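The test of DDX3Y reads and that of small nucleolar RNA were chosen only after the result was seen, and the genes that prompted the p53 and ATF4 lists were noticed in the data and left out of those lists. All tests describe single libraries, so a difference between library preparations cannot be excluded as a source of any pattern below and was not testable with replicates.

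CDKN1A and GADD45A, both targets of the transcription factor p53, were higher than with GFP alone in each GFP-DDX3X library. CDKN1A was at a log2 ratio of 1.04 with wild type, 1.498 with T275M and 1.40 with G302V. GADD45A was at 1.23, 1.41 and 0.80. A candidate explanation is a p53 response. It was tested on 20 other p53 targets, whose median log2 ratio was 0.31 with wild type, 0.52 with T275M and 0.40 with G302V. Each median stood at the 100 percentile of matched random lists, with 20, 20 and 19 of the 20 genes higher. The medians stayed above 0 under median-ratio scaling (0.22, 0.43 and 0.36, with 16, 19 and 18 genes higher). CPM is no separate check of their sign, since row length cancels in a ratio. After removal of length and GC content the medians were 0.20, 0.37 and 0.31. They stayed above 0 and the percentile was still 100 in each, the highest value it can take, so the fit does not remove the rise. Median-ratio scaling, which has no length or GC term, also lowered the medians. The share of the shrinkage due to length and GC content was therefore not separated. A low level of these genes in the shared GFP library was weighed with GFP against control siRNA, where the list was at the 65.5 percentile. T275M against wild type was also at 100, with a median of 0.18, whereas G302V against wild type was at 80.8. HEK293T cells carry large T antigen, which binds p53. With DDX3X siRNA the list had a smaller median of 0.09, with 16 of 19 genes higher, at the 95.4 percentile, inside the central 95%, and at 99.5 after removal of length and GC content. A rise limited to ectopic DDX3X is therefore not established. The lists suggest a p53-like signature in these libraries, as a hypothesis that replicate libraries would have to test and that cannot be told apart from transfection load.

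With DDX3X siRNA, ASNS was at a log2 ratio of -1.24 and PCK2 at -1.02, both targets of ATF4, the transcription factor of the amino acid response. A lower ATF4 response was tested on 27 other ATF4 targets. Their median was -0.35, with 23 of 27 lower, at the 0 percentile of matched random lists. It stayed below 0 with median-ratio scaling (-0.27). The CPM median of -0.36 is no separate check, since row length cancels in a ratio. After removal of length and GC content the median was -0.29 and the percentile 0 as well, the lowest value it can take, so that bias accounts for at most part of the fall. ATF4 mRNA itself was at -0.74, or 269.9 RPKM against 452.7. The values are consistent with a lower ATF4 response in the depleted cells. A high level of these genes in the control siRNA library remains as an explanation for part of the fall. In GFP against control siRNA the list had a median of -0.10 and stood at the 0.11 percentile, so control siRNA had the higher levels of the 2 controls. ATF4 mRNA did not follow that order and was higher in GFP than in control siRNA by 0.10. The constructs differed from each other in this list. Against GFP, wild type was at the 100 percentile with a median of 0.13, T275M at 96.4 with a median of 0.02 and G302V at 0.61 with a median of -0.16. Under median-ratio scaling these medians were 0.03, -0.07 and -0.20. After removal of length and GC content they were 0.03, -0.14 and -0.18, at percentiles of 99.96, 21.0 and 0.06, so the position of T275M was not kept.

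Small nucleolar RNA genes were lower with each construct than with GFP. Their median log2 ratio was -0.19 with wild type, -0.29 with T275M and -0.40 with G302V, and each stayed below 0 under median-ratio scaling. The same genes were higher in GFP than in control siRNA by a median of 0.36, with 45 genes past 2-fold. The falls with wild type and T275M are smaller than the difference between the controls and that with G302V is larger. The order is not stable for T275M, which was at -0.39 against 0.37 between the controls under median-ratio scaling. With CPM only G302V exceeded the controls, at -0.33 against 0.28. A difference of library handling of the size seen between the controls may thus explain the fall with wild type, does not fully cover that with G302V and is unclear for T275M. Without the GFP library, the median was -0.09 for T275M against wild type, with 123 of 185 genes lower, and -0.22 for G302V against wild type, with 145 of 187 lower. DDX3X siRNA against control siRNA went the other way, at a median of 0.11 with 125 of 197 genes higher. That median was 0.18 under median-ratio scaling and 0.05 with CPM. How well the libraries captured such short RNA is not stated, so these medians may not reflect its level in the cells. No biological explanation was tested.

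Ribosomal protein genes stood high among matched lists with each construct, but not under all processing. Length and GC content were weighed as the source, and after their removal the percentiles were 99.98 with wild type, 100 with T275M and 100 with G302V. The same fit moved T275M against wild type from 57.3 to 99.99 and G302V against wild type from 75.7 to 100. High percentiles after the fit therefore cannot decide whether length and GC content are the source. With CPM the percentiles were 99.8 with wild type, 58.5 with T275M and 61.4 with G302V, so for the mutants the position depends on the processing. The shared GFP library was also weighed. GFP against control siRNA stood at 0.61 and, after the same removal, at 0.14. Comparisons without the GFP library were at 57.3 for T275M and 75.7 for G302V against wild type and 94.1 for DDX3X siRNA before the removal, and at 99.99, 100 and 99.8 after it, so the GFP library alone does not account for high percentiles after the removal. No biological explanation was tested.

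Correlations across genes could come from a shared bias of length and GC content, which accounted for 17.8% of the variance of G302V minus GFP. After its removal, r was 0.235 for DDX3X siRNA minus control siRNA with G302V minus GFP (0.316 before, over the same 12730 genes). It was 0.361 for T275M minus wild type with G302V minus GFP (0.453 before) and 0.469 for wild type minus GFP with T275M minus G302V (0.472 before). The bias thus explains part of the former 2 correlations and not the bulk of any. What else the G302V library shares with the DDX3X siRNA library, depletion of DDX3X activity or a trait of preparation, was not tested.

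The DDX3X siRNA library was the deepest, and a difference in depth could change its count of genes past 2-fold. After thinning to the depth of its control the count was 14, the same as before, so depth does not explain it.

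DDX3Y reads were more numerous in the libraries with a DDX3X plasmid. Per DDX3X read, the 3 GFP-DDX3X libraries differed by at most 2.19 times in DDX3Y reads, with 14.9 DDX3Y reads per 100000 DDX3X reads with wild type, 14.2 with T275M and 30.9 with G302V. The rate was 19.9 with GFP alone, 7.70 with control siRNA and 9.82 with DDX3X siRNA, the latter 2 from 3 reads each. Reads shared with the paralog DDX3X may contribute to the DDX3Y signal. Strict proportion did not hold, because G302V had 449431 DDX3X reads against 979046 with wild type and nearly as many DDX3Y reads, 139 against 146, with a DDX3Y log2 ratio of 0.17 (0.04 to 0.30). None of 6 other Y-linked genes had more than 11 reads in any library. That argues against general expression of Y-linked genes as the source of the DDX3Y reads. Why their rate per DDX3X read differed between the constructs remains open.

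The 2 control libraries differed in immediate-early genes and in CGA. EGR1 was at 58.9 RPKM with GFP and 0.557 RPKM with control siRNA, FOS at 23.0 and 1.15 RPKM, and CGA at 0.219 and 13.4 RPKM. The arms differ in transfection, time and sorting, and no explanation was tested.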
